A study of Mus musculus with 2 samples. Its data were reported in "Extensive Translatome Remodeling during ER Stress Response in Mammalian Cells" (2012).

How the data were processed

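NIH3T3 cells were grown on 4 plates in medium with 10% serum and were left untreated or treated with 10 µM thapsigargin for 3 h. Per the labels, polysome-bound RNA (P) was labelled with Cy3 and the pooled free and monosome RNA (FM) with Cy5, from equal volumes of both fractions adjusted to 300 ng of RNA in total. RNA from 3 preparations was pooled per condition and hybridised to 1 array per condition. Both arrays were on 1 slide and were read in 1 scan, so slide and scan do not differ between the conditions. Groups were taken from the labels.

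Per the file headers, the spot and local background intensity values were extracted from the scans with Feature Extraction 10.7.1.1 and were not normalized. The deposited files also hold intensity values that this software had background-subtracted, detrended and dye-normalized, and a log10 ratio of Cy5 to Cy3 after that dye normalization. Per the file headers, flags of 0 or 1 mark spots that are well above background, saturated or outliers. The authors made a further table of log2 ratios of Cy3 to Cy5 without normalization, after a background correction that raises low signals to a floor. That table held 11483 accessions, 10768 of them coding. Of its values, 99.99% on the control array and 100% on the stress array equalled the mean over all spots of the accession computed here, within a tolerance of 0.001, and 1 value differed. The filter that chose its accessions was not identified from the values. Counted over all its accessions, coding or not, 8459 had A above 5.5 on the control array.

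For each spot the median local background was subtracted from the mean signal, with results below 0.5 set to 0.5, which is the background method the study names, as implemented in limma. log2 P/FM was the log2 ratio of Cy3 to Cy5, and A was the average of the log2 values of both channels. No normalization within or between arrays was applied. The methods of the study name none, and they state that the proportions of RNA in the fractions were kept for labelling. Of the non-control spots, 295 (0.680%) that were flagged as outliers on either array were left out. Spots of one probe were averaged, then probes of one accession. Of 41174 probes, 245 were printed as 10 spots and 40929 as 1. Coding mRNAs were the accessions starting with NM, of which 18743 of 18754 had a usable spot. Current gene symbols came from a RefSeq table of assembly GRCm38.p6, used for names only, in which 18423 accessions (98.3%) matched. For 2237 accessions the current symbol differed from the name on the array. Positions of probes are those in the deposited files, on mm9 (NCBI build 37).

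The control distribution covers mRNAs with A above 4.5 on the control array, and changes cover those with A above 4.5 on both arrays. The change was stress minus control. Sensitive mRNAs changed by -0.8 or lower, resistant mRNAs had log2 P/FM of 0.8 or more on both arrays, and inducible mRNAs were at or below 0 in control cells and rose by 1 or more. Changes of 1 or more in A or in log2 P/FM were also counted. The median of each gene list was placed among 10000 random lists of the same size drawn from 20 bins of mean A. Lists were for abundant proteins, the proteasome, electron transport, cytosolic and mitochondrial ribosomal proteins, elongation factors, aminoacyl-tRNA synthetases, bZIP factors, C2H2 zinc fingers, endoplasmic reticulum chaperones, noncoding RNAs and factors the study had picked as inducible. The picked factors include 5 of the bZIP and 3 of the C2H2 members. Members were found by accession, symbol or symbol pattern, and the electron transport pattern also takes in Cox4nb. With 1 array per group, no test between the groups was made.

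The genes named are of a pair of kinds. The first are those the study's text names as examples. The second are the 5 largest rises and 5 largest falls in log2 P/FM and in A among mRNAs with A above 7 on both arrays, every probe well above background and unsaturated in both channels, and all spots changed in the same direction. This rule, the thresholds, the lists and most of the alternatives were fixed before the data were examined. A probe not well above background in a channel gives only a bound.

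The steps were tested on simulated data for 10033 mRNAs, with an SD of 0.2 for each value. For stress against control, 200 mRNAs were raised by 2 from control values at or below -0.5, and 200 were lowered by 2. Of these, 100% of the raised were called inducible and 100% of the lowered sensitive, with 1 and 18 unchanged mRNAs called. Changes so far beyond the thresholds test the code and not calls near a threshold. The median SD between probes of one mRNA was larger than simulated, at 0.29 in control cells. Of 50 lists of 40 unchanged mRNAs, 4 fell outside the 2.5 to 97.5 percentile range, and a list of 40 lowered ones lay at percentile 0.

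Alternatives chosen in advance were normexp background correction with offset 50, no background subtraction, median spot signals, the processed signals and the log ratio of Feature Extraction, the authors' log2 values, loess within each array, centring of log2 P/FM on each array median, filters of A above 5.5 or 7 or none, only mRNAs well above background, saturated spots left out, each probe or each gene symbol as the unit, log2 of the summed channels in place of A, A centred or Aquantile-normalized, stricter class thresholds (1 for sensitive and resistant, 1.5 for inducible), class criteria from different probes, and list changes relative to all mRNAs. Alternatives chosen after seeing the data were scaling to the spike-in probes, subtraction of the negative control level, outlier spots kept, the authors' values with A above 5.5 on the control array, lists without the picked factors, and background alternatives restricted to the mRNAs that pass the original filter. Features of the mRNAs by class, such as lengths of the coding sequence and untranslated regions, were not analysed here because no transcript sequences or annotation of these accessions were used. Computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.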

Results

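The data measured how strongly each mRNA was associated with polysomes in NIH3T3 cells, a mouse fibroblast line, with and without endoplasmic reticulum stress. Stress was induced with thapsigargin, an inhibitor of the calcium pump of the endoplasmic reticulum, at 10 µM for 3 h. Lysates were separated on a 10 to 40% sucrose gradient, and the RNA was pooled into a polysome-bound fraction (P) and a fraction of free RNA and monosomes (FM). Each of the 2 conditions was represented by 1 two-colour array, on which P RNA was labelled with Cy3 and FM RNA with Cy5, and each array held RNA pooled from 3 preparations. No difference between the arrays therefore has a replicate check, and no p-value is given. The spread between spots and between probes, which covers array error and not the spread between preparations or labellings, is the nearest substitute the data offer, and the number of arrays limits the precision of every value.

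Of the 43379 spots for transcripts on the control array, 42.5% were well above background in the P channel and 46.3% in the FM channel. On the stress array these shares were 44.6% and 45.4%. No spot was saturated in either channel. The mean signal after background subtraction was 634 for P and 948 for FM in control cells, and 463 for P and 1397 for FM in stressed cells. The log2 ratio of mean P to mean FM signal was thus -0.58 in control and -1.59 in stressed cells. Translation efficiency was expressed as log2 P/FM, the log2 ratio of the signals of both fractions, and abundance as A, the mean of the log2 signals of both fractions. Across the 10 spots of one probe the median standard deviation (SD) of log2 P/FM was 0.10 in control and 0.09 in stressed cells, over 118 probes. Between different probes of one mRNA it was 0.29 and 0.28, over 3438 mRNAs, and the SD of the change with stress was 0.32.

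The control array addressed how far the mRNAs of growing cells differ in translation efficiency. A total of 10297 coding mRNAs had A above 4.5, a level that none of the 153 negative control spots reached on either array. Their median log2 P/FM was 0.31, the 5th and 95th percentiles were -1.49 and 1.84, and 6419 (62.3%) lay at or above 0. The median moved most with normexp background correction, to -0.55, under which the filter on A removed no mRNA. Among all accessions of the deposited table of log2 ratios, coding or not, 8459 had A above 5.5 on the control array. Their median was 0.46, with 67.2% at or above 0. At the upper end, 332 mRNAs had log2 P/FM of 2 or more, among them Snrpb (NM_009225) at 3.63. At the lower end, 511 mRNAs lay at or below -1.5, among them the mRNAs of ribosomal proteins Rpl4 (NM_024212) at -1.55, Rps2 (NM_008503) at -4.71 and Rps12 (NM_011295) at -6.24. The ferritin heavy chain mRNA Fth1 (NM_010239) was at -4.60. Actb (NM_007393) reached 1.69 ± 0.06 (SD over 10 spots). In stressed cells 10544 coding mRNAs passed the filter, with a median of -0.28, percentiles of -2.06 and 1.15, and 3976 (37.7%) at or above 0.

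**Figure D1:**
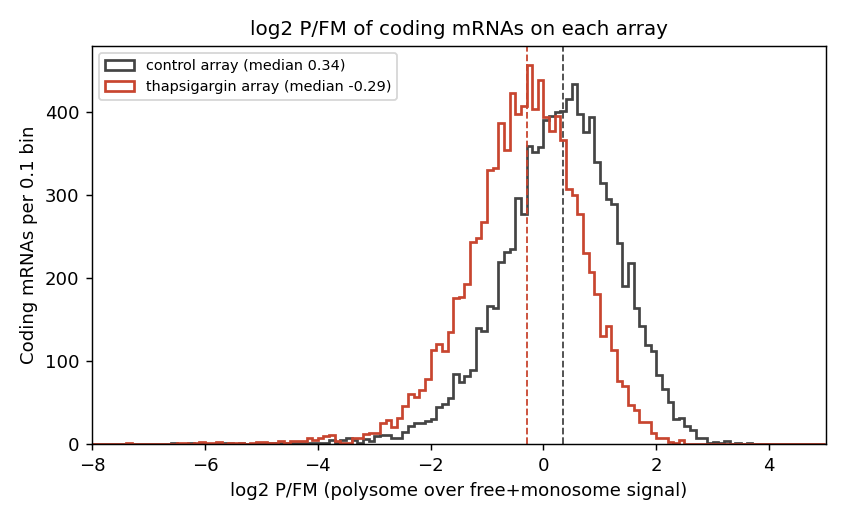
Histograms of log2 P/FM (x axis) for the 10033 coding mRNAs with A above 4.5 on both arrays, as mRNAs per bin (y axis), with dashed lines at the medians. The median was 0.34 on the control array and -0.29 on the thapsigargin array, 1 array each.

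Whether translation efficiency follows abundance was examined across mRNAs within each array; mRNAs are not independent replicates, so no p-value applies. In control cells Pearson's r of A and log2 P/FM was 0.249 and Spearman's rho 0.370, and in stressed cells r was -0.18 and rho -0.093. The squared r was 0.0618 and 0.0309. The value for stressed cells changed sign with the signals processed by the scanner software, to 0.062, and moved most with no filter on A, to 0.13. In control cells r with A above 7 was 0.018. Across the mRNAs detected on both arrays, log2 P/FM in control and in stressed cells had an r of 0.287 and a rho of 0.154.

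The effect of stress on translation efficiency was taken as log2 P/FM on the stress array minus that on the control array, over the 10033 coding mRNAs (53.5% of those on the array) detected on both. The median change was -0.71, the 5th and 95th percentiles were -2.56 and 1.495, and 7093 mRNAs (70.7%) were lower in stressed cells. The direction of this median depends on the scaling and on the background correction of the arrays. It was -0.30 with the signals processed by the scanner software, -0.28 with its log ratio, -0.15 after loess normalization and -0.12 after centring each array, and the last pair bring the median of each array near 0 by construction. Normexp background correction, which is among the alternatives chosen in advance, turned it positive, at 0.33, under a fit that shifted the arrays by unequal amounts and a filter that removed no mRNA. With normexp fitted to the negative control spots and the same mRNAs it was -0.47. It was 1.73 when the arrays were scaled to the spike-in probes, an alternative chosen after seeing the data and the one that moved it most. The 10 spike-in probes, which match no cellular mRNA, themselves changed by -2.44 in median, from -2.67 to -2.16. A change of at least 1 in either direction was seen for 5084 mRNAs (50.7%), of which 4091 were lower and 993 higher, so 80.5% of them were lower. That share was 62.1% with the processed signals, 61.4% with the log ratio of the scanner software, 55.3% after loess, 53.6% after centring and 0.583% with spike-in scaling.

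The thresholds of the study divided the mRNAs into classes. Sensitive mRNAs, whose log2 P/FM changed by -0.8 or lower, numbered 4719 (47.0%). Resistant mRNAs, at 0.8 or above on both arrays, numbered 301 (3.00%), and 54 of them also met the criterion for sensitive mRNAs. Inducible mRNAs, at or below 0 in control cells and higher by 1 or more in stressed cells, numbered 889 (8.86%). Their median log2 P/FM went from -0.89 to 0.75, whereas that of sensitive mRNAs went from 0.88 to -0.79. With spike-in scaling, which moved all 3 counts most, there were 87 sensitive, 3065 resistant and 3383 inducible mRNAs. After centring each array there were 2837 sensitive and 1780 inducible mRNAs. Among 3438 mRNAs with at least 2 probes above the filter, 407 were inducible by the first probe and 430 by the second, and 236 by each of both. The change of the first and second probe had an r of 0.778 across these mRNAs.

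**Figure D2:**
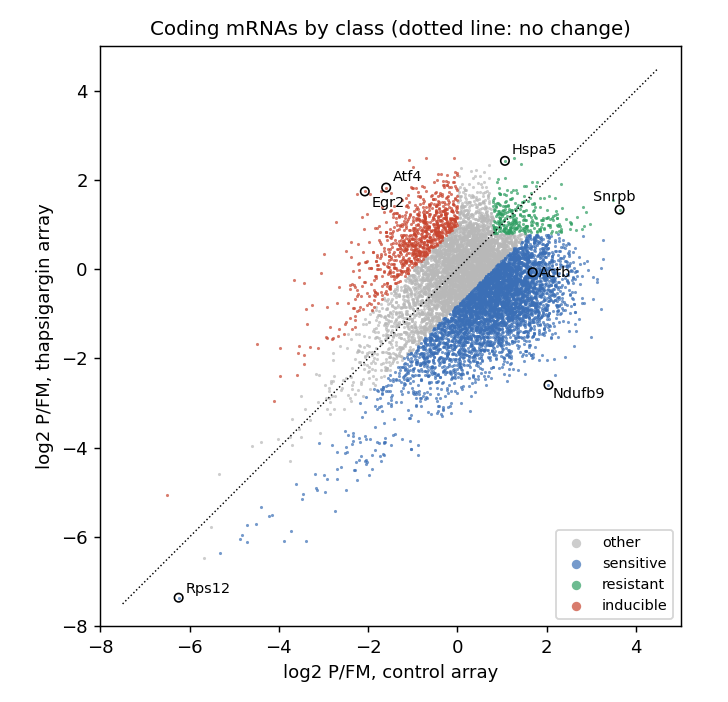
log2 P/FM on the thapsigargin array (y axis) against the control array (x axis), each point 1 of 10033 coding mRNAs, coloured by class, with 7 genes marked. Of the mRNAs, 4719 were sensitive, 889 inducible and 301 resistant, and the 54 that met both the sensitive and the resistant criterion are drawn as resistant.

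The change in log2 P/FM was related to brightness and to control translation efficiency. Across mRNAs, the r between the change and the mean A of both arrays was -0.39, and between the change and control log2 P/FM it was -0.60; the second pair shares the control value, so noise in it lowers r. The median change was -0.28 for mRNAs with mean A from 4.5 to 5.5, -0.22 from 5.5 to 7, -0.67 from 7 to 9, -1.26 from 9 to 11, -1.71 from 11 to 13 and -1.99 from 13 to 18. The share of inducible mRNAs was 14.3% from 5.5 to 7 and 1.99% from 11 to 13. Over the range of A covered by the spike-in probes, the change had a slope of -0.24 per unit of A across 3466 mRNAs and of -0.023 across the 10 spike-in probes.

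**Figure D3:**
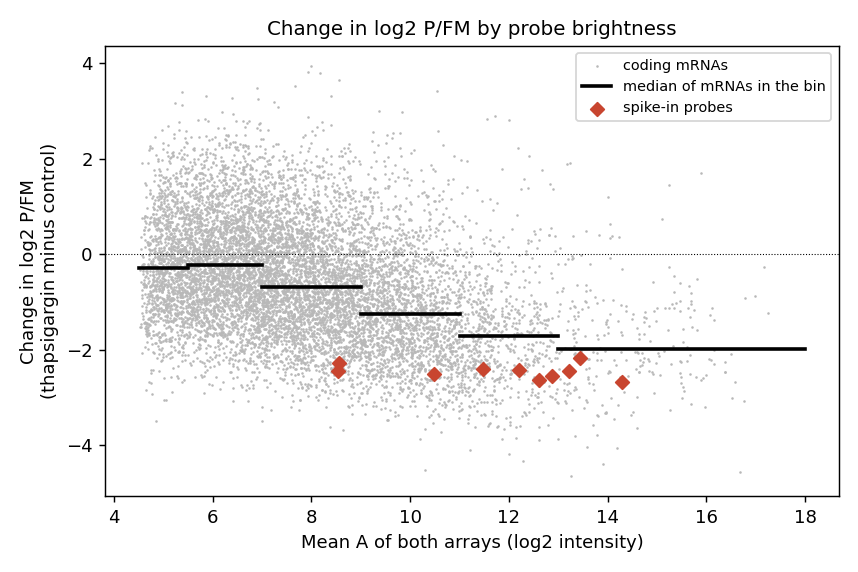
Change in log2 P/FM (y axis) against mean A of both arrays (x axis, log2 intensity) for coding mRNAs (grey), their median per bin of A (black bars) and the 10 spike-in probes (diamonds). The bin medians go from -0.28 in the dimmest bin to -1.99 in the brightest, and the spike-in probes lie between -2.67 and -2.16 throughout.

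Gene families were compared as lists written before the data were examined, each with the percentile of its median among 10000 random lists of the same size matched on mean A. These percentiles describe the 2 arrays and are not tests. For no list were the random lists matched on probe start in the transcript, which had a rho of 0.544 with the change. A percentile of a change near 0 or 100 can therefore reflect probe position or transcript length. Since the median of all mRNAs was -0.71, the change of each list is given first relative to that median. The 46 mRNAs of abundant proteins lay at -1.36, the 36 of the proteasome at -1.43, the 65 of mitochondrial electron transport at -1.79 and the 74 of mitochondrial ribosomal proteins at -1.46. Without that reference their median changes were -2.07 (percentile 1.73), -2.14 (0.04), -2.50 (0) and -2.18 (0), but with spike-in scaling the abundant, proteasome and mitochondrial ribosomal lists turned positive, at 0.38, 0.30 and 0.27, and electron transport came to -0.06. In control cells these 4 lists had median log2 P/FM of 1.80, 1.91, 1.36 and 1.22, at percentiles of 100, 100, 99.97 and 100. The proteasome list shares 12 members with the abundant list. The change of the abundant list moved most with spike-in scaling.

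The 76 mRNAs of cytosolic ribosomal proteins were at -1.94 in control and -4.07 in stressed cells, all 76 below 0 on both arrays. Their median change was -2.05 (percentile 3.93), -0.21 after loess and, with the opposite direction, 0.40 with spike-in scaling. The 6 elongation factor mRNAs went from -2.07 to -3.20 with a median change of -1.35 (percentile 61.3), which turned positive after loess, at 0.13, and with spike-in scaling, at 1.09. The 21 aminoacyl-tRNA synthetase mRNAs had a median change of -0.93 (percentile 61.3), -0.21 relative to all mRNAs, which turned positive with the processed signals and the log ratio of the scanner software (0.069 for both), after loess (0.22) and with spike-in scaling (1.52). For both of these lists the change lay inside the range of random lists. Of the 21 synthetase mRNAs, 5 (23.8%) were resistant, against 3.00% of all mRNAs. A further 11 (52.4%) were sensitive without meeting the resistant criterion. The 47.0% of all mRNAs that were sensitive include the 54 that met both criteria, so the sensitive shares are not counted alike. Their median log2 P/FM in control cells, 0.93 (percentile 90.1), lay inside the range of random lists. Their median in stressed cells, 0.44 (percentile 99.9), and their median change in A, 0.79 (percentile 99.7) or 0.41 relative to all mRNAs, lay above it. The study named this family among its resistant mRNAs from these arrays, so these values are not independent evidence.

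The lists of transcription factors moved the other way. The 203 C2H2 zinc finger mRNAs went from -0.44 to 0.19, with a median change of 0.58 (percentile 100), and 71 of them (35.0%) were inducible. The 33 bZIP factor mRNAs had a median change of 0.14 (percentile 100), or 0.85 relative to all mRNAs. The study described both families as enriched in its inducible class, which was defined partly on these arrays, so neither list is independent evidence. It had also picked 5 of the bZIP and 3 of the C2H2 members as inducible factors. Without them the medians were -0.11 for 28 bZIP mRNAs (percentile 99.8), a change of sign, and 0.54 for 200 C2H2 mRNAs (percentile 100). Inducible were 3 of these bZIP mRNAs and 68 (34.0%) of these C2H2 mRNAs. With all members, both changes kept their sign under every scaling tried but not with A above 7, where the C2H2 median was -0.11 and the bZIP median -0.19, and the bZIP median was -0.04 when each probe counted by itself. Factors that the study itself had picked from these arrays as inducible (11 accessions of 10 genes) had a median change of 2.89, so their percentile of 100 is not independent evidence. The 17 mRNAs of endoplasmic reticulum chaperones rose in A by a median of 1.51 (percentile 100) with all 17 higher. Their log2 P/FM changed by -0.24 (percentile 99.7), or 0.48 relative to all mRNAs, and turned positive with the processed signals and the log ratio of the scanner software (0.36 for both), after loess (0.50), after centring (0.36), with normexp (0.041) and with spike-in scaling (2.21). Of these 17 mRNAs, 4 are also in the abundant list.

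**Figure D4:**
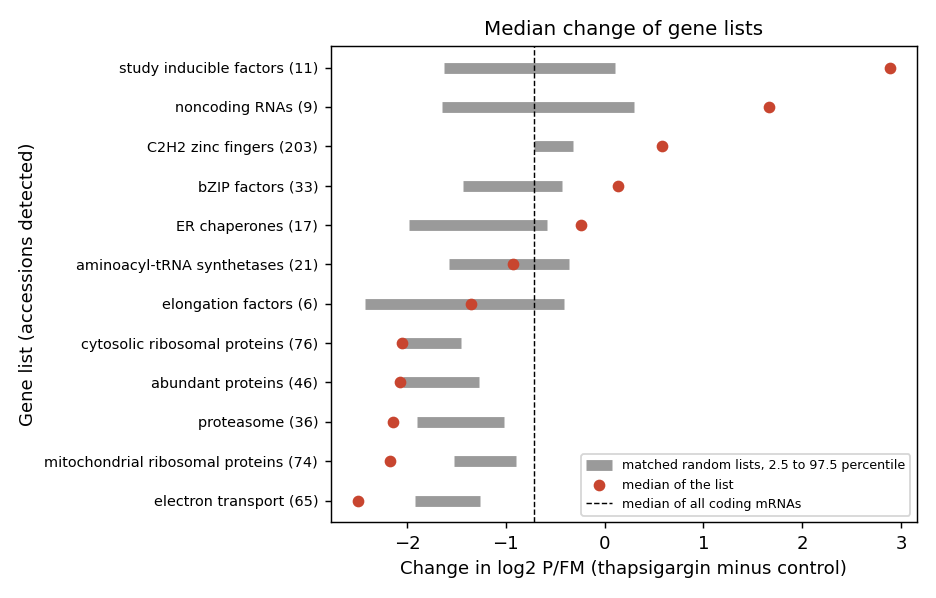
Median change in log2 P/FM (x axis, red points) of 12 gene lists (y axis, number of accessions in parentheses), with grey bars for 10000 random lists matched on mean A without the lowest and highest 2.5% of them and a dashed line at the median of all coding mRNAs, -0.71. Values are without normalization; with spike-in scaling every list except electron transport has a median above 0, the ER chaperone list also turns positive with the processed signals, the log ratio, loess, centring and normexp, the aminoacyl-tRNA synthetase list with the processed signals, the log ratio and loess, and the elongation factor list with loess.

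Noncoding RNAs, which are not expected to carry translating ribosomes, were listed as a reference for the lower end of the scale. The 9 accessions of 7 genes had a median log2 P/FM of -4.92 in control cells, below all matched random lists of coding mRNAs, and of -2.54 in stressed cells. Malat1 went from -5.54 to -2.82 and Neat1 from -4.29 to -2.02. Tug1 rose in both its accessions, by 2.83 and 1.19. Gas5 rose by 1.497 in one accession, and changed by at most 1.66 in the other, whose P signal was not well above background in stressed cells. Snhg3 rose by at least 2.55, its P signal in control cells not being well above background. Rmrp changed by -0.83. The P signal of Terc was not well above background on either array, so no change is given. The median change of the list was 1.66 and kept its sign under every alternative tried, but it and the median in stressed cells fall on accessions with such a bound. Over the 6 accessions with every signal well above background the medians were -4.91 in control cells, -2.42 in stressed cells and 1.89 for the change.

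Among mRNAs named by the study, Atf4 (NM_009716) went from -1.60 to 1.83, a change of 3.42. Its probe, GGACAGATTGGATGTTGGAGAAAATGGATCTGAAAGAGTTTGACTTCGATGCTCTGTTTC, lies on chromosome 15 from 80087079 to 80087138 (mm9) and was printed as 1 spot. Egr1 (NM_007913) changed by 2.89, Egr2 (NM_010118) by 3.81 ± 0.17 (SD over 9 spots), Atf5 (NM_030693) by 1.88 and Sp1 (NM_013672) by 1.73. Jun (NM_010591) rose by 2.23 ± 0.09 (SD over 8 spots) in log2 P/FM while its A changed by -1.46. Fos (NM_010234) was at -2.99 or lower in control cells, where its P signal was not well above background, and at 0.33 in stressed cells. Ptgs2 (NM_011198) rose by 3.64 ± 0.07 (SD over 2 probes), Ppp1r15a (NM_008654) by 2.45 and Ddit3 (NM_007837) by 2.58. Nfat5 rose by 3.18 in one accession (NM_133957) and by at least 1.29 in the other (NM_018823), whose P signal in control cells and FM signal in stressed cells were not well above background. Pou2f1 rose by 3.53 in NM_198934, while NM_198933 did not pass the filter on A. The 3 probes of Creb1 (NM_009952) changed by 2.12, 0.28 and -0.04, an average of 0.79 ± 1.17 (SD over 3 probes). Atf3 (NM_007498) was not well above background in control cells, so no change is given.

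The other mRNAs named by the study went both ways. Hspa5 (NM_022310) rose from 1.06 to 2.43 in log2 P/FM and by 1.96 in A. Aars (NM_146217) changed by 0.06 ± 0.07 (SD over 2 probes) and Lig1 (NM_010715) by 0.36. Myc (NM_010849) rose by 1.25 ± 0.39 (SD over 3 probes), from 0.02 to 1.28. Actb changed by -1.75 ± 0.04 (SD over 10 spots), Snrpb by -2.30, Rpl4 by -1.44, Rps2 by -1.03, Rps12 by -1.12 and Eef1g (NM_026007) by -1.28. All 6 of these turned positive with spike-in scaling, at 0.69, 0.14, 1.00, 1.42, 1.33 and 1.17, and Rpl4, Rps2, Rps12 and Eef1g also did so after loess, at 0.047, 0.99, 0.91 and 0.88. Snrpb met both the sensitive and the resistant criterion. Fth1 rose by 0.63.

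Among 5230 mRNAs with A above 7 and every signal well above background on both arrays, the largest rises in log2 P/FM were those of Macf1 (NM_009600) at 3.93, Egr2, Akap12 (NM_031185) at 3.79, Ptgs2 and Pou2f1. The largest falls were those of Ndufb9 (NM_023172) at -4.64, Lgals1 (NM_008495) at -4.56, Mrps28 (NM_025434) at -4.52, Ndufb8 (NM_026061) at -4.40 and Mrpl20 (NM_025570) at -4.34. Ndufb9 went from 2.04 to -2.59 on the probe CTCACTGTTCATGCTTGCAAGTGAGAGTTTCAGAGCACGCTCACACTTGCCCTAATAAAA, on chromosome 15 from 58770972 to 58771031 (mm9). The direction of these 10 changes was the same under every alternative tried, spike-in scaling included. Each of the 5 falls and the rises of Macf1, Akap12 and Pou2f1 rests on 1 spot.

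Coordination of abundance with translation was examined through A. In stressed cells 1169 mRNAs were higher in A by 1 or more and 70 were lower, and the median change in A was 0.37. The split depends on the scaling of the arrays. With A centred on each array 340 were higher and 283 lower, with Aquantile normalization 328 and 242, with the processed signals 597 and 638, and with spike-in scaling 2571 and 25. The number higher in A moved most with normexp background correction, where the split turned around, with 127 higher and 11599 lower and a median change in A of -1.48. That fit shifted the arrays by unequal amounts. With normexp fitted to the negative control spots and the same mRNAs, 538 were higher and 38 lower, with a median change of 0.28. Both measures changed by at least 1 in 495 mRNAs (4.93%). Of the 1169 mRNAs higher in A, 22.4% were higher by 1 in log2 P/FM and 16.2% were lower, against 9.90% and 40.8% of all mRNAs. The share higher in A was 26.8% (238) in the inducible, 15.0% (45) in the resistant and 5.32% (251) in the sensitive class. After centring, the shares were 8.89%, 5.32% and 1.29%.

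The largest rises in A among the same 5230 mRNAs were those of Nr4a1 (NM_010444) at 4.77, Nr4a2 (NM_013613) at 4.75, Herpud1 (NM_022331) at 4.19, Klf10 (NM_013692) at 3.82 and Ddit3 at 3.71, each on 1 spot. Nr4a1, Nr4a2 and Klf10 also rose in log2 P/FM, by 2.22, 1.43 and 0.95. Herpud1 stayed at 0.67 and 0.66 in log2 P/FM, a change of -0.01 that lay within the spread between probes, but it rose by 1.70 after loess and by 1.75 with the processed signals. The largest falls in A were those of Sgk1 (NM_011361) at -2.42, Gas1 (NM_008086) at -1.76, Ccn1 (NM_010516, Cyr61 on the array) at -1.56, Cdc42ep2 (NM_026772) at -1.56 and Gstm3 (NM_010359) at -1.55. Sgk1 and Ccn1 rose in log2 P/FM by 1.79 and 1.53. Gas1, Cdc42ep2 and Gstm3 changed by -0.28, -1.34 and -1.12 in log2 P/FM, all of which turned positive with spike-in scaling, and Gas1 and Gstm3 also after loess and with the processed signals and the log ratio of the scanner software, and Gas1 after centring.

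Different probes of one mRNA did not always give the same change. In 1802 mRNAs with probes at least 1000 nt apart in the transcript, the probe farther downstream changed more upward in 1399 (77.6%). Over all 1802 the median difference of the downstream minus the upstream probe was 0.61. By the upstream probe 189 of these mRNAs (10.5%) were inducible, by the downstream probe 447 (24.8%), and by both probes 158.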

Values the study reported

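For control mouse cells the study reported translation efficiencies of 8,459 coding mRNAs, with a median log2 P/FM of 0.45 and 67% of mRNAs at or above 0. It gave log2 P/FM of SNRPB as 3.6. For total RNA of NIH3T3 cells it gave an excess of P over FM of 1.5 fold without stress. With stress the excess was 3 fold and lay on the side of FM. The amounts labelled followed these ratios. After stress, about 50% of mRNAs decreased in log2 P/FM by at least 0.8. The study counted about 300 resistant mRNAs and about 672 inducible ones. It counted 1,083 mRNAs that changed in abundance, 90% of them upward, and 450 that changed in both abundance and translation. Higher abundance was reported for 20% of resistant and 28% of inducible mRNAs.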

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

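The tests on the median change of the spike-in probes and on ribosomal protein mRNAs against Malat1 and Neat1 were chosen only after the results were seen.

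Probes for spike-in RNA, which are outside the measurement of cellular mRNAs, gave a signal that differed between the arrays. The 10 spike-in probes, with 32 spots each, changed in log2 Cy3/Cy5 by a median of -2.44 from control to stressed cells, from -2.67 to -2.16, with an SD of 0.15 across probes. Coding mRNAs changed by a median of -0.71, and 630 of them (6.28%) fell by more than the spike-in median. A difference in dye balance between the arrays predicts such a fall. So does the labelling design: the methods describe more total RNA in P than in FM in control cells and more in FM than in P after stress, and these proportions were kept for labelling. Spike-in RNA added by amount of RNA would then fall with the share of P, and scaling to it, which gives a median change of 1.73, would remove the shift that the labelling was meant to keep. How the spike-in RNA was added is not stated, so the kept proportions and an imbalance of the dyes cannot be told apart. A single factor per array moves every mRNA alike and cannot account for the differences between mRNAs: the SD of the change across mRNAs was 7.94 times that across spike-in probes. From these arrays alone a fall in polysome-bound RNA with stress stays open, and it has no replicate check here. The study reported other evidence of reduced translation in these cells. Gels showed a loss of heavy polysomes and RNA gathered in monosome fractions, and less labelled methionine entered new proteins after 3 h. The study also measured some mRNAs by quantitative PCR on the fractions used for the arrays.

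Transcripts encoded in the mitochondrial genome, which are not translated on cytosolic polysomes and are in no comparison above, gave bright signals in both channels. Their log2 P/FM in control cells was -6.45 for ATP6, -8.06 for ND4 and -7.97 for CYTB. From control to stressed cells they changed by 0.46, 1.34 and 2.05, upward like most of the noncoding RNAs and against the median of coding mRNAs. More carry-over of FM RNA into P may raise transcripts of very low log2 P/FM, but the 76 cytosolic ribosomal protein mRNAs changed by -2.05 in median without normalization, and only with spike-in scaling, at 0.40, did they turn positive. Carry-over that is alike for all RNAs, at the level of the nuclear RNAs Malat1 and Neat1, would set a floor. Of the 76 ribosomal protein mRNAs, 67 (88.2%) lay below both in stressed cells. That argues against such uniform carry-over at this level and leaves a lower level of it open for the mitochondrial transcripts. Carry-over that differs between RNAs was not tested. It stays open for the inducible class, of which 99.4% lay above both in stressed cells. A first test, on inducible mRNAs, was set aside because 91.2% of them lay above that level already in control cells. No biological explanation was tested for the mitochondrial transcripts.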

How the results depend on the processing

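The alternatives that used the spike-in probes, the negative control level, outlier spots, the authors' values with A above 5.5, lists without the factors picked by the study, and background corrections on a fixed set of mRNAs were chosen after seeing the data. Medians and correlations were called moved where they moved by 0.1 or more, a limit for medians that was set after seeing the data. Changes of single genes were called moved where they left the median SD between probes of one mRNA (0.32). Counts were called moved where they moved by over 1.5 times, and the labels given to that SD itself follow this limit too. None of these limits is a replicate spread. Apart from lists and single genes, 19 results had 324 values under alternatives, of which 191 stayed, 125 moved and 8 changed sign. The medians of 12 gene lists had 243, of which 121 stayed, 101 moved and 21 changed sign. Changes of 41 accessions of named genes had 729, of which 485 stayed, 214 moved in size and 30 changed sign. Values that an alternative sets outright, such as the control median after centring, are left out. The median change in log2 P/FM after centring or loess and the median change in A after Aquantile are brought near 0 by construction, and are given for completeness. No result moved or changed sign with saturated spots left out (none was saturated, so this removes nothing), outlier spots kept, log2 of the summed channels or class criteria from different probes, single genes aside, none of which changed sign under these. No paired analysis was possible because each condition has 1 array. Slide or scan as a block and leaving out a replicate were not run for the same reason.

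With both arrays scaled to the spike-in probes, the median change in log2 P/FM was 1.73 (opposite in sign) and the median change in A was 0.66. Numbers of mRNAs were 87 sensitive, 3065 resistant, 3383 inducible, 2571 higher in A, 25 lower in A, 2270 changed in both measures, 1069 inducible and higher in A, 591 resistant and higher in A and 7 sensitive and higher in A. The median change of lists was 3.02 for C2H2 zinc fingers, 2.58 for bZIP factors, -0.056 for electron transport, 5.33 for factors picked by the study and 4.10 for noncoding RNAs. The sign changed for endoplasmic reticulum chaperones (2.21), abundant proteins (0.38), aminoacyl-tRNA synthetases (1.52), cytosolic ribosomal proteins (0.40), elongation factors (1.09), mitochondrial ribosomal proteins (0.27), the proteasome (0.30), Actb (0.69) and Snrpb (0.14). A change of sign was seen for Rpl4 (1.00), Rps2 (1.42), Rps12 (1.33), Eef1g (1.17), Herpud1 (2.43), Gas1 (2.17), Cdc42ep2 (1.103) and Gstm3 (1.33). By construction this adds one value to every change in log2 P/FM.

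After centring log2 P/FM on each array median, the median change in log2 P/FM was -0.12. Counts of mRNAs were 2837 sensitive and 1780 inducible. Median changes of lists were 1.17 for C2H2 zinc fingers, -1.47 for abundant proteins, -0.33 for aminoacyl-tRNA synthetases, 0.73 for bZIP factors, -1.45 for cytosolic ribosomal proteins, -1.91 for electron transport and -0.75 for elongation factors. List medians were -1.58 for mitochondrial ribosomal proteins, -1.55 for the proteasome, 3.48 for factors picked by the study and 2.25 for noncoding RNAs. The change turned its sign for endoplasmic reticulum chaperones (0.36), Herpud1 (0.59) and Gas1 (0.32). By construction this too adds one value to every change. Relative to the median of all mRNAs, lists had median changes of 1.29 for C2H2 zinc fingers, -1.36 for abundant proteins, -0.21 for aminoacyl-tRNA synthetases, 0.85 for bZIP factors, -1.34 for cytosolic ribosomal proteins, -1.79 for electron transport and -0.64 for elongation factors. The median change of lists was -1.46 for mitochondrial ribosomal proteins, -1.43 for the proteasome, 3.60 for factors picked by the study and 2.37 for noncoding RNAs. Direction differed for endoplasmic reticulum chaperones (0.48).

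After loess within each array, the control median of log2 P/FM was 0.13 and the median change in log2 P/FM was -0.15. Among mRNAs there were 2727 sensitive and 1430 inducible. Median changes of lists were 0.83 for C2H2 zinc fingers, -0.69 for abundant proteins, 0.80 for bZIP factors, -0.21 for cytosolic ribosomal proteins, -1.05 for electron transport, -1.18 for mitochondrial ribosomal proteins and -0.88 for the proteasome. List medians were 3.39 for factors picked by the study and 2.92 for noncoding RNAs. The sign changed for endoplasmic reticulum chaperones (0.50), aminoacyl-tRNA synthetases (0.22), elongation factors (0.13), Rpl4 (0.047), Rps2 (0.99), Rps12 (0.91), Eef1g (0.88), Herpud1 (1.70) and Gas1 (0.38). A change of sign was seen for Gstm3 (0.029). Loess removes by construction any trend of log2 P/FM with A, and for other causes the cause was not tested.

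With the processed signals of Feature Extraction, the control median of log2 P/FM was 0.17, the median change in log2 P/FM was -0.30, the median change in A was -0.022 (opposite in sign), r of A and log2 P/FM in control cells was 0.039, r of A and log2 P/FM in stressed cells was 0.062 (opposite in sign) and the SD between probes of one mRNA was 0.51. The mRNAs numbered 837 resistant, 1655 inducible, 597 higher in A, 638 lower in A and 73 sensitive and higher in A. Lists had median changes of 0.93 for C2H2 zinc fingers, -0.79 for abundant proteins, 0.49 for bZIP factors, -1.33 for cytosolic ribosomal proteins, -1.22 for electron transport, -0.67 for elongation factors and -1.26 for mitochondrial ribosomal proteins. The median change of lists was -0.97 for the proteasome, 3.62 for factors picked by the study and 2.68 for noncoding RNAs. The change turned its sign for endoplasmic reticulum chaperones (0.36), aminoacyl-tRNA synthetases (0.069), Herpud1 (1.75), Gas1 (0.26) and Gstm3 (0.084). With the Feature Extraction log ratio, the median change in log2 P/FM was -0.28. Numbers of mRNAs were 665 resistant and 1369 inducible. Median changes of lists were 0.87 for C2H2 zinc fingers, -0.79 for abundant proteins, 0.80 for bZIP factors, -1.33 for cytosolic ribosomal proteins, -1.22 for electron transport, -0.67 for elongation factors and -1.26 for mitochondrial ribosomal proteins. List medians were -0.97 for the proteasome, 3.56 for factors picked by the study and 2.68 for noncoding RNAs. Direction differed for endoplasmic reticulum chaperones (0.36), aminoacyl-tRNA synthetases (0.069), Herpud1 (1.75), Gas1 (0.26) and Gstm3 (0.084). For both, the cause was not tested.

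With normexp and offset 50, the control median of log2 P/FM was -0.55 (opposite in sign), the median change in log2 P/FM was 0.33 (opposite in sign), the median change in A was -1.48 (opposite in sign), r of A and log2 P/FM in control cells was 0.51 and r of A and log2 P/FM in stressed cells was -0.30. Counts of mRNAs were 18743 detected on the control array, 3623 at or above 0 in control cells, 2520 sensitive, 95 resistant, 2962 changed in log2 P/FM, 127 higher in A, 11599 lower in A, 316 changed in both measures, 21 inducible and higher in A, 3 resistant and higher in A and 29 sensitive and higher in A. Lists had median changes of -1.81 for abundant proteins, -0.24 for aminoacyl-tRNA synthetases, 0.47 for bZIP factors, -2.16 for electron transport, -1.07 for elongation factors, -1.53 for mitochondrial ribosomal proteins and -1.56 for the proteasome. The median change of lists was 1.87 for factors picked by the study and 1.03 for noncoding RNAs. The sign changed for endoplasmic reticulum chaperones (0.041) and Herpud1 (0.25). The fitted normexp background on the control array was -141 for Cy3 and -235 for Cy5, far below the 1st percentile of spots at 0.26 and -0.22, and the lowest spots were at -8560 and -16350. On the stress array it was -4.31 and -5.86, with the lowest spots at -7.81 and -8.75, so the arrays were shifted by unequal amounts, which bears on every change listed for this setting. With this fit and offset the filter on A removed no mRNA. With normexp on the negative control spots and the mRNAs of the original filter, the median change in log2 P/FM was -0.47 and r of A and log2 P/FM in stressed cells was -0.33. Among mRNAs there were 193 resistant, 511 inducible, 538 higher in A, 38 lower in A, 222 changed in both measures, 83 inducible and higher in A, 22 resistant and higher in A and 121 sensitive and higher in A. Median changes of lists were 0.40 for C2H2 zinc fingers, -0.80 for aminoacyl-tRNA synthetases, -1.20 for elongation factors, -1.95 for mitochondrial ribosomal proteins, -2.03 for the proteasome, 2.05 for factors picked by the study and 1.97 for noncoding RNAs. A change of sign was seen for Herpud1 (0.024). The cause was not tested for this last alternative.

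Without background subtraction, where the filter on A removed no mRNA, the control median of log2 P/FM was -0.27 (opposite in sign), the median change in log2 P/FM was -0.17, the median change in A was 0.054 and r of A and log2 P/FM in control cells was 0.45. The mRNAs numbered 18743 detected on the control array, 162 resistant, 559 inducible, 564 higher in A, 40 lower in A, 233 changed in both measures, 96 inducible and higher in A, 19 resistant and higher in A and 115 sensitive and higher in A. List medians were 0.19 for C2H2 zinc fingers, -0.79 for aminoacyl-tRNA synthetases, -2.30 for electron transport, -1.20 for elongation factors, -1.96 for mitochondrial ribosomal proteins, -1.92 for the proteasome and 1.96 for factors picked by the study. Lists had median changes of 1.90 for noncoding RNAs. The change turned its sign for Herpud1 (0.035). Without subtraction but on the mRNAs of the original filter, the control median of log2 P/FM was 0.11 and the median change in log2 P/FM was -0.49. Numbers of mRNAs were 162 resistant, 548 inducible, 556 higher in A, 38 lower in A, 231 changed in both measures, 95 inducible and higher in A, 19 resistant and higher in A and 115 sensitive and higher in A. The median change of lists was 0.39 for C2H2 zinc fingers, -0.79 for aminoacyl-tRNA synthetases, -1.20 for elongation factors, -1.96 for mitochondrial ribosomal proteins, -2.03 for the proteasome and 2.02 for factors picked by the study. Direction differed for Herpud1 (0.035). Background left in both channels pulls ratios toward its own by construction. With median spot signals, median changes of lists were 1.52 for noncoding RNAs. The sign changed for Herpud1 (0.10). The cause was not tested. With the negative control level subtracted too, list medians were 3.10 for factors picked by the study and 1.52 for noncoding RNAs. The cause was not tested.

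With A above 5.5, the control median of log2 P/FM was 0.47 and the median change in log2 P/FM was -0.83. Lists had median changes of 0.35 for C2H2 zinc fingers and 3.03 for factors picked by the study. With mRNAs well above background in both channels on both arrays, the control median of log2 P/FM was 0.46 and the median change in log2 P/FM was -0.83. The median change of lists was 0.41 for C2H2 zinc fingers and 0.024 for bZIP factors. With the authors' values, median changes of lists were 0.27 for bZIP factors. With the authors' values and A above 5.5 on the control array, the control median of log2 P/FM was 0.46. With A above 7, the control median of log2 P/FM was 0.65, the median change in log2 P/FM was -1.10, r of A and log2 P/FM in control cells was 0.018 and r of A and log2 P/FM in stressed cells was -0.28. Counts of mRNAs were 5737 detected on the control array, 4270 at or above 0 in control cells, 287 inducible, 3369 changed in log2 P/FM, 615 higher in A, 38 lower in A, 276 changed in both measures and 90 inducible and higher in A. List medians were -0.77 for endoplasmic reticulum chaperones. A change of sign was seen for C2H2 zinc fingers (-0.11) and bZIP factors (-0.19). With no filter on A, the control median of log2 P/FM was 0.015, the median change in A was 0.19 and r of A and log2 P/FM in stressed cells was 0.13 (opposite in sign). Among mRNAs there were 18743 detected on the control array, 8577 sensitive, 468 resistant, 1762 inducible, 9350 changed in log2 P/FM, 1864 higher in A, 1178 lower in A, 1730 changed in both measures, 436 inducible and higher in A and 508 sensitive and higher in A. Lists had median changes of 0.42 for C2H2 zinc fingers and 2.56 for factors picked by the study. Fewer or more mRNAs pass these filters by construction, which changes the counts, and for medians and r the cause was not tested.

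With A centred on each array, the mRNAs numbered 340 higher in A, 283 lower in A, 317 changed in both measures, 79 inducible and higher in A, 16 resistant and higher in A and 61 sensitive and higher in A. With Aquantile normalization, the median change in A was 0.024. The mRNAs numbered 328 higher in A, 242 lower in A, 273 changed in both measures, 75 inducible and higher in A, 14 resistant and higher in A and 59 sensitive and higher in A. Both remove by construction the median rise of A of 0.37. With the stricter class thresholds, the mRNAs numbered 146 resistant and 473 inducible. Higher thresholds let fewer mRNAs pass. With each probe counted by itself, the mRNAs numbered 519 resistant, 1613 inducible, 1968 higher in A, 882 changed in both measures, 461 inducible and higher in A, 96 resistant and higher in A and 387 sensitive and higher in A. The median change of lists was 0.70 for C2H2 zinc fingers, -0.80 for aminoacyl-tRNA synthetases and 2.23 for factors picked by the study. The change turned its sign for bZIP factors (-0.036). More units are counted by construction, and for the lists the cause was not tested. With one value per gene symbol, median changes of lists were 2.43 for factors picked by the study. The cause was not tested. Without the factors picked by the study, direction differed for bZIP factors (-0.11). Leaving out factors chosen for their rise lowers the median by construction.

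Depth limits these values through the signal over background: 42.5% and 46.3% of spots in the P and FM channels of the control array, and 44.6% and 45.4% on the stress array, were well above background. The median SD of the change over spots of one probe was 0.32 for 13 probes with A from 4.5 to 5.5 and 0.062 for 18 probes with A from 11 to 18.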

Other observations

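The tests on the slope of the spike-in probes, their change in A, the slopes on probe GC, the own position of the upstream probe and the distance between probes of one mRNA were chosen only after the results were seen. For GC, a first test on r across mRNAs had met neither of its predictions, with r at -0.29. For the position of the probe, a first test within and between mRNAs had come out for an effect of position, with a rho of 0.410 within against 0.589 between, before the other test was added.

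Brighter mRNAs fell more in log2 P/FM than dimmer ones, by a difference of -1.19 in median change between mRNAs with mean A of 9 or more and those below 7. Residual background in dim spots was weighed by also subtracting the level of the negative control spots, which left 106.97% of the difference. A response of dyes or scanner that depends on the signal was weighed with the spike-in probes, whose change had a slope of only -0.023 per unit of A, against -0.24 for mRNAs in the same range. The first value argues against residual background. The second argues against a signal-dependent response only for A from 8.54 to 14.3, since the spike-in probes do not reach the dim group. After loess, which removes any trend with A on each array by construction, this pattern cannot be examined. Probe start in the transcript, which had a rho of -0.284 with mean A and of 0.544 with the change, was not weighed as a cause. It stays open beside a dependence on the mRNAs themselves, which remains a hypothesis found and examined on the same data.

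The inducible class is defined with the control value in both of its criteria, so probe noise could fill it. With the control criterion from one probe and the change from another, 371 of 3438 mRNAs were inducible, against 407 with both from the first probe. Random pairing of mRNAs gave a mean of 192 and at most 228 in 1000 draws. Low signal was weighed by keeping only mRNAs well above background in both channels on both arrays, of which 7.52% were inducible against 8.86% of all. Neither probe noise nor low signal accounts for the class as a whole.

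More mRNAs rose than fell in A without normalization, 1169 against 70. With the processed signals 597 were higher and 638 lower, so the pattern does not hold there. Normexp background correction reversed it, with 127 and 11599, under a fit that shifted the arrays by unequal amounts. With normexp fitted to the negative control spots and the mRNAs of the original filter, 538 were higher and 38 lower. A stress array that was brighter overall would raise the spike-in probes as well, but all 10 of them fell in A, by a median of -0.29 with an SD of 0.12 across probes. That argues against overall brightness as the cause, unless less spike-in RNA was present on the stress array. Scaling to the spike-in probes gives 2571 mRNAs higher and 25 lower. Centring A on each array gives 340 and 283, but centring fixes the balance by construction and decides nothing. An increase in abundance of many mRNAs stays open, as untested. The higher share of inducible mRNAs that rose in A was weighed against the fall of A that follows when an mRNA moves to one fraction. By log2 of the summed channels 25.2% of inducible and 4.94% of sensitive mRNAs were higher, so that property of A does not account for the difference.

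Noncoding RNAs were lower in log2 P/FM than coding mRNAs on the control array. Were they low because they are dim, coding mRNAs matched on A would be as low, but the noncoding median lay at percentile 0 of such lists.

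Inducible mRNAs had probes farther from the start of the transcript. A probe start is a lower bound of transcript length, and its median was 4156 nt in inducible mRNAs, 1430 nt in sensitive ones and 2083 nt in all, with a median of 2348 nt for random lists matched on A with the inducible class. Across mRNAs the change followed probe start with a rho of 0.544, and the share of inducible mRNAs was 2.19% in the fifth with the lowest starts and 25.4% in the fifth with the highest. These values are consistent with longer inducible mRNAs, but the position of the probe itself is a technical alternative. In 1802 mRNAs with probes at least 1000 nt apart, the change of the upstream probe went up by 0.78 per doubling of the downstream start and by 0.017 per doubling of its own, which goes with length. The change of the downstream probe went up by 1.14 per doubling of its own start and by -0.063 per doubling of the upstream start, which does not part the explanations, since the downstream start is both its own position and the better bound of length. Yet the downstream probe changed more upward than the upstream probe of the same mRNA by a median of 0.61, which goes with position. In 3265 mRNAs with probes at least 60 nt apart, the rho of 0.410 between probe distance and the difference in change goes the same way. Length and probe position thus cannot be told apart here, and the size of the inducible class depends on which probe is read. Labelling that depends on the distance to the end of the transcript, and isoforms that end before the downstream probe, predict the same growth with distance and cannot be told apart either. Among 430 mRNAs with A above 7 for both probes the difference was 0.68, so it is not limited to dim probes.

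GC content of the probe was weighed for the differences between mRNAs. The change had a slope of -0.72 per 10 points of GC between mRNAs and of -0.12 between probes of one mRNA. Probe GC as the whole cause is therefore unlikely, while a part of the size of the second slope stays open.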
